A study of Homo sapiens with 24 samples. Its data were reported in "Functional dissection of human cardiac enhancers and noncoding de novo variants in congenital heart disease" (2024).

How the data were processed

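The assay was a lentiviral self-transcribing reporter assay (lentiSTARR-seq), in which each test region is cloned behind the coding sequence of a reporter, so that the reporter transcript carries the region and its reads measure the activity of that same region. Regions of 400 bp were introduced into cardiomyocytes differentiated from induced pluripotent stem cells (iPSC-CMs) of the established line WTC-11. The same 3750 regions were amplified from RNA and from genomic DNA. The labels give 4 groups of 6 replicates, DNA and RNA at day 17 and DNA and RNA at day 24, for 24 libraries. Transduction was at day 10 or day 17 of differentiation and collection followed 7 days later per the protocol text, while another field gives day 17 or day 24 as the day of transduction. The day in the sample titles was read as the day of collection.

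The authors trimmed primers with Cutadapt, aligned read pairs to hg19 with Bowtie2 and counted read pairs per region with a script of their own. The deposited values are whole-number read counts per region, not normalised, with all designed regions listed and no molecular identifiers. Amplified reads without molecular identifiers are not independent molecules, so a region with few integrations can carry many reads. A further pair of deposited tables repeated the per-sample counts value for value and was not used here.

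Each region carries a class label in the deposited count files: 2891 candidates accessible in iPSC-CMs, 802 noncoding negative controls and 57 exonic negative controls. Per the study, the noncoding controls were accessible chromatin of the undifferentiated stem cells that was closed in iPSC-CMs. The exonic controls came from genes expressed highly in the stem cells and not in iPSC-CMs. Region coordinates were matched to GRCh37 (hg19), and are given with the first base counted from 1. GC content came from that genome and gene annotation from GENCODE lifted to GRCh37, with protein-coding genes used for gene names. Among neighbouring regions 5 pairs overlapped on the genome.

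Fragments per 1000000 counts (FPM) were the counts divided by the library total and multiplied by 1000000. Regions reaching 20 FPM in any DNA library of a day were kept at that day. The activity score of a region in a replicate was log2((RNA FPM + 1)/(DNA FPM + 1)), averaged over the 6 replicates. Active regions were called with DESeq2 1.42.0 in R 4.3.3 from the counts of RNA against DNA, with the replicate number as a block, median-of-ratios size factors, a two-sided Wald test, a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 ratio above 0. The block followed the study's methods, which treat RNA and DNA as conditions within each replicate. Changes of the RNA/DNA ratio between days were tested in DESeq2 as the interaction of molecule and day over all 24 libraries, with a block for each of the 12 RNA/DNA pairs. No adjusted p-value was missing in any fit.

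The candidate minus control activity was the difference of the median scores in each replicate, tested with an exact two-sided sign-flip permutation test. The difference between days was tested with an exact two-sided permutation test of 6 against 6 replicates. The smallest p-value of the sign-flip test with 6 replicates is 0.03125. Shares of active regions were compared with Fisher's exact test over regions. Correlations of activity run across regions, which are not independent replicates.

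Named regions were fixed by a rule among regions passing the coverage filter at both days. The rule took the 4 candidates with the highest mean score at day 17 and the 4 at day 24, and the 2 controls with the highest and the 2 with the lowest mean score at day 17. It also took the 3 regions with the highest and the 3 with the lowest interaction log2 change among those with an adjusted p-value under 0.05 and scores that did not overlap between days. Ties were broken by region name.

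The tests, the named-region rule and most alternatives were fixed before the data were examined. The alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM), size factors from total counts or from the negative controls, no replicate block, other coverage filters, other pseudocounts, a score threshold in place of the count model, and leaving out each replicate. Chosen after seeing the data were the removal of GC trends, the fits without day 24 replicates 5 and 6, the every-library filter joined with no block, and the shares of active regions compared under each setting. That last combination was noticed among 18 combinations of 3 filters, 2 block settings and 3 scalings run at each day, which gave from 684 to 1488 active candidates at day 17 and from 581 to 1210 at day 24.

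The RNA against DNA fit, with the day 17 libraries, and the interaction fit were tested in DESeq2 and edgeR on simulated data made from the real library sizes and region means with a negative binomial dispersion of 0.02 and 200 changed regions. Over 3340 regions the RNA against DNA fit recovered 100% of the changed regions with DESeq2 and called 10 unchanged ones (0.32%). Over 3213 regions the DESeq2 interaction fit recovered 100% and called 17 unchanged ones (0.56%). The dispersion was a chosen value, not an estimate from the libraries, so these shares describe the fits and not the real data. Most simulated regions were unchanged, which is what median-of-ratios scaling assumes. In the real day 17 fit, 2949 of 3340 regions had an unadjusted p-value under 0.05 (DESeq2 Wald test). The simulation therefore did not test where the zero of the ratio lies. The day 24 RNA against DNA fit and the alternative settings were not run on simulated data.

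Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1. Library totals ran from 3.44 to 12.7 M counts (M, 1000000), and 3 counts correspond to between 0.236 and 0.873 FPM. No pair of replicates agreed within sampling noise, with a chi-square per degree of freedom of at least 4.43 over the 15 pairs of each group, so no pair was treated as a single library with repeated files. Because amplified reads are not independent molecules, this does not tell separate samples from repeated amplification of one sample, and the replicates were taken from the labels.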

Results

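Enhancer activity was measured by lentiSTARR-seq in WTC-11 iPSC-CMs collected at day 17 and day 24, with DNA and RNA libraries from 6 replicates at each day. The library held 2891 candidate cardiac enhancers, 802 noncoding negative controls and 57 exonic negative controls. Library totals ranged from 9.28 to 12.7 M counts (M, 1000000) for day 17 DNA and from 9.66 to 11.84 M for day 17 RNA. Day 24 libraries were shallower, with 3.44 to 8.71 M counts for DNA and 3.66 to 8.48 M for RNA. The most abundant region was the same in all 24 libraries, a candidate at chromosome 13, positions 113469451 to 113469850 of hg19, in an intron of ATP11A, named here after its values were seen. It took 6.95% ± 0.87 (SD, n = 6) of day 17 DNA counts, 14.2% ± 1.3 of day 17 RNA counts, 11.8% ± 2.2 of day 24 DNA counts and 18.1% ± 1.1 of day 24 RNA counts.

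A level of 20 FPM in any DNA library was reached by 3340 regions at day 17 (89.1%) and 3247 at day 24 (86.6%), and 3213 regions passed at both days. Asking for 20 FPM in every DNA library moved these shares most, to 82.9% at day 17 and 73.9% at day 24.

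Reproducibility was assessed by the correlation of activity scores across regions. The mean Pearson r over the 15 replicate pairs was 0.958 ± 0.014 (SD) at day 17 and 0.880 ± 0.073 at day 24. The lowest pair had an r of 0.928 at day 17 and 0.716 at day 24. Between days the mean over the 36 replicate pairs was 0.885 ± 0.052 (SD), with a lowest r of 0.797, and scores averaged over replicates correlated with an r of 0.948. The alternative that moved the day 24 value most left out day 24 replicates 5 and 6, chosen after seeing the data, and gave 0.946. DNA libraries of these replicates correlated with the RNA libraries of day 24 at a mean r of 0.914, against 0.756 to 0.774 for the other 4 DNA libraries of that day. The day 24 values below include both replicates unless stated.

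**Figure D1:**
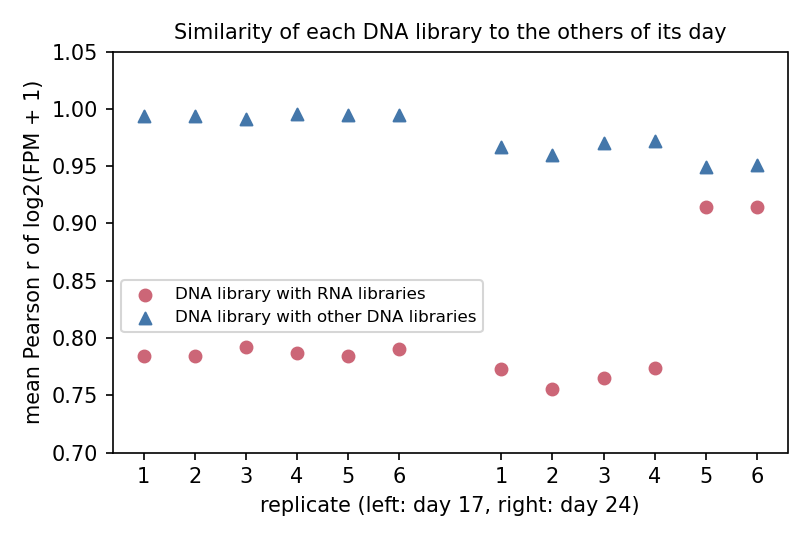
Mean Pearson r of log2(FPM + 1) of each DNA library with the RNA libraries (circles) and with the other DNA libraries (triangles) of its day, by replicate, with a vertical axis that starts at 0.7. Day 24 replicates 5 and 6 lie at 0.914 with RNA, above the other 4 day 24 replicates at 0.756 to 0.774.

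Whether candidates were more active than negative controls was asked at each day. The mean over replicates of the median candidate score was -0.68 ± 0.07 (SD, n = 6) at day 17, against -0.96 ± 0.10 for controls. At day 24 these were -0.34 ± 0.12 and -0.52 ± 0.20. The difference was 0.29 ± 0.04 at day 17 and 0.19 ± 0.10 at day 24, above 0 in 6 of 6 replicates at each day (exact two-sided sign-flip permutation test, p = 0.03125, the smallest it can give, n = 6). The mean over regions in place of the median moved the difference most, to 0.45 at day 17 and 0.41 at day 24. With controls matched to candidates on GC content, a check chosen after seeing the data, the difference was 0.21 ± 0.06 at day 17 and 0.03 ± 0.10 at day 24, where 3 of 6 replicates were above 0 (exact sign-flip permutation test, p = 0.5). The difference at day 24 was lower by 0.10 than at day 17, which did not pass an exact two-sided permutation test of 6 against 6 replicates (p = 0.0541). In the same exact permutation test it passed 0.05 with pseudocount 0.1 (p = 0.0455), with 20 FPM in every DNA library (p = 0.0433) and without replicate 1 (p = 0.0317).

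**Figure D2:**
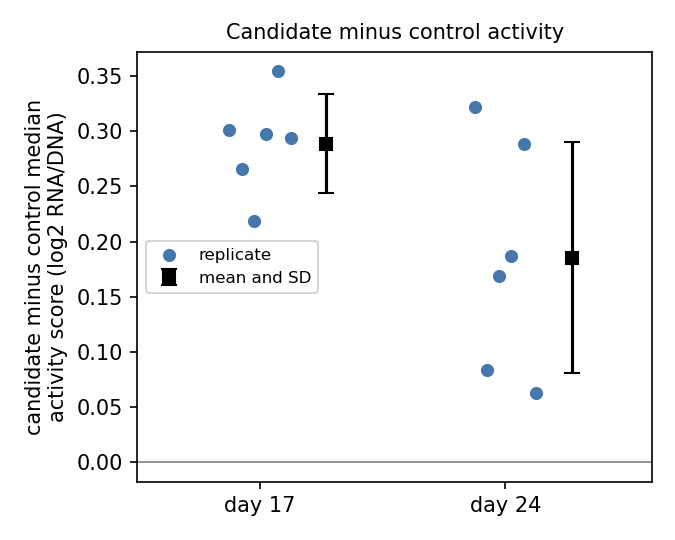
Candidate minus control median activity score (log2 RNA/DNA, vertical axis) in each of 6 replicates at day 17 and day 24 (points), with mean and SD (squares and bars). All 12 values lie above 0, with means of 0.29 and 0.19.

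Active regions were defined by a higher RNA than DNA abundance in DESeq2. At day 17, 1181 of 2617 candidates (45.1%) and 275 of 723 negative controls (38.04%) were active, a difference of 7.09 percentage points (two-sided Fisher's exact test over regions, p = 0.000696). Regions are not independent replicates, so these p-values describe the regions of this library. The shares were not matched on GC content. At day 24, 1000 of 2545 candidates (39.3%) and 238 of 702 controls (33.9%) were active, a difference of 5.39 percentage points (Fisher's exact test, p = 0.0096). Size factors from total counts in place of median-of-ratios gave 708 candidates and 153 controls at day 17, and 701 and 148 at day 24. The regions with a lower RNA than DNA abundance at day 17 rose from 1112 candidates and 372 controls to 1717 and 515, and at day 24 from 887 and 304 to 1293 and 391. Median-of-ratios places the median log2 ratio near 0 (-0.01 at day 17), whereas total counts place it at -0.74 at day 17 and -0.39 at day 24, so the number of active regions depends on where the zero of the ratio is set. With the 95th percentile of control scores as the threshold, 251 candidates exceeded it at day 17 and 171 at day 24. By that threshold the share of candidates exceeded that of controls by 4.47 percentage points at day 17 (Fisher's exact test, p = 9.14e-05) and by 1.59 at day 24, which did not pass 0.05 (exact p = 0.138).

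Exonic controls were active in 13 of 40 regions at day 17 (32.5%), against 262 of 683 noncoding controls (38.4%; Fisher's exact test, p = 0.506). At day 24 these were 6 of 41 (14.6%) and 232 of 661 (35.1%; Fisher's exact test, p = 0.00623). The day 24 difference rested on few exonic controls. It no longer passed 0.05 in Fisher's exact test without the replicate block (9 of 41 exonic controls active, p = 0.0658), without replicate 5 (9 of 41, p = 0.0926), without day 24 replicates 5 and 6 (9 of 41, p = 0.0919) and with 20 FPM in every DNA library (6 of 30, p = 0.113). With control-region size factors 9 of 41 were active and it passed (exact p = 0.0448).

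Among 2524 candidates tested at both days, 929 were active at both, 247 at day 17 only and 51 at day 24 only. Among 689 controls, 215 were active at both, 59 at day 17 only and 17 at day 24 only.

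The candidate with the highest mean score at day 17 lay at chromosome 20, positions 49157408 to 49157807, in an intron of PTPN1, with a score of 2.87 ± 0.10 (SD, n = 6) at day 17 and 1.65 ± 1.04 at day 24, from means of 7143 DNA and 50486 RNA counts at day 17. Its sequence was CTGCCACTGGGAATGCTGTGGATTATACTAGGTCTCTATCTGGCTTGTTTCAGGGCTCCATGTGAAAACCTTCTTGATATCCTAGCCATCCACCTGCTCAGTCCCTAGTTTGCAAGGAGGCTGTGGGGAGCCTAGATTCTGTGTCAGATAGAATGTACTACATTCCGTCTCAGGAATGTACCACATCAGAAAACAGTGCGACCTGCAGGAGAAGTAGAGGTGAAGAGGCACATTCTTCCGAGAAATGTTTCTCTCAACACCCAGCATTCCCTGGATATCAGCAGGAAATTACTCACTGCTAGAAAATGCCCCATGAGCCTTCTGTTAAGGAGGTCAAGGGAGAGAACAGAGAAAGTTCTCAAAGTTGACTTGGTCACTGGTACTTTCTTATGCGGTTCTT. Next were an intronic region annotated to PHLDB2 and PLCXD2 (chromosome 3, positions 111454211 to 111454610) with a score of 2.52 ± 0.28 and an intergenic region 39.0 kb from the start of COL5A1 (chromosome 9, positions 137494463 to 137494862) with 2.51 ± 0.19. An intergenic region 338.9 kb from the start of GBE1 (chromosome 3, positions 82149508 to 82149907) followed with 2.41 ± 0.12, and it also ranked among the highest 4 at day 24 with 2.19 ± 1.14.

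The other highest candidates at day 24 rested on fewer counts. A region overlapping a UTR of LEPR and LEPROT (chromosome 1, positions 65901680 to 65902079) scored 2.74 ± 1.10 (SD, n = 6), with as few as 20 counts in a DNA library. An intronic region of DAAM1 (chromosome 14, positions 59719094 to 59719493) scored 2.34 ± 0.97, with as few as 13. An intergenic region 352.6 kb from the start of MYCN (chromosome 2, positions 16433100 to 16433499) scored 2.25 ± 1.01, with as few as 21. In day 24 DNA replicates 1 to 4 the highest levels of these 3 regions were 14.2, 17.3 and 19.7 FPM, under the filter of 20 FPM, which they passed only through replicate 5 or 6.

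The highest negative controls at day 17 were an intronic region of LRRTM4 (chromosome 2, positions 77023165 to 77023564) with a score of 1.62 ± 0.15 (SD, n = 6) and an intronic region of ATXN7L1 (chromosome 7, positions 105439396 to 105439795) with 1.56 ± 0.08. The lowest were intergenic regions 3.8 kb from the start of DPCD (chromosome 10, positions 103326340 to 103326739) with -5.86 ± 0.31 and 39.6 kb from the start of ATP2A3 (chromosome 17, positions 3907127 to 3907526) with -5.80 ± 0.37. Their RNA counts at day 17 averaged 35.5 and 12.2, and their scores at day 17 moved to -4.25 and -3.52 with a pseudocount of 10.

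Changes between days were tested as an interaction over 3213 regions. At an adjusted p-value under 0.05 (DESeq2), 830 regions changed, of which 337 had a higher and 493 a lower RNA/DNA ratio at day 24. With total-count size factors 965 changed, 880 higher and 85 lower, so the direction of change is relative to the scaling: the median log2 change over all regions was -0.05 with median-of-ratios and 0.23 with total counts. Without day 24 replicates 5 and 6, 1118 regions changed, and with each library's GC trend removed 419 did. Both of these settings were chosen after seeing the data. Leaving out replicate 2 gave 486 regions and leaving out replicate 5 gave 517.

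**Figure D3:**
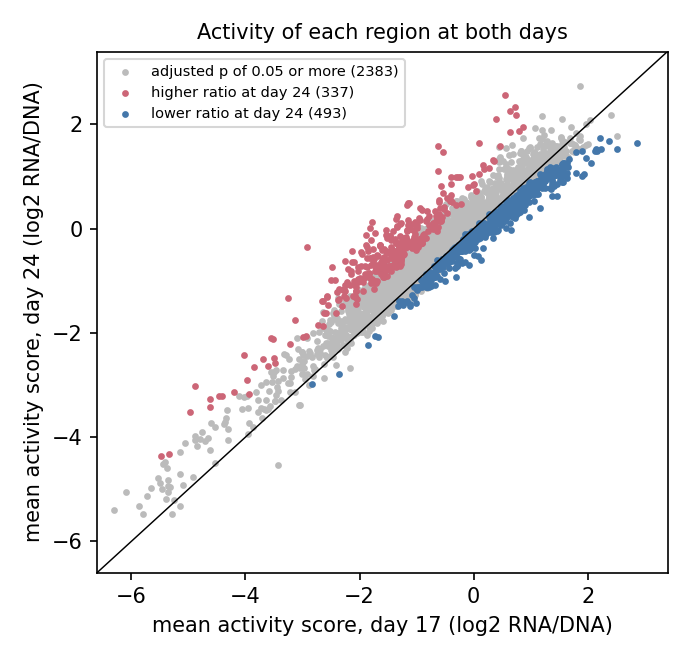
Mean activity score (log2 RNA/DNA) of each of 3213 regions at day 17 (horizontal) and day 24 (vertical), with the line of equal scores. Regions with an adjusted p-value under 0.05 for the interaction are red where the ratio was higher at day 24 (337) and blue where it was lower (493) under median-of-ratios scaling, and other regions are grey.

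**Figure D4:**
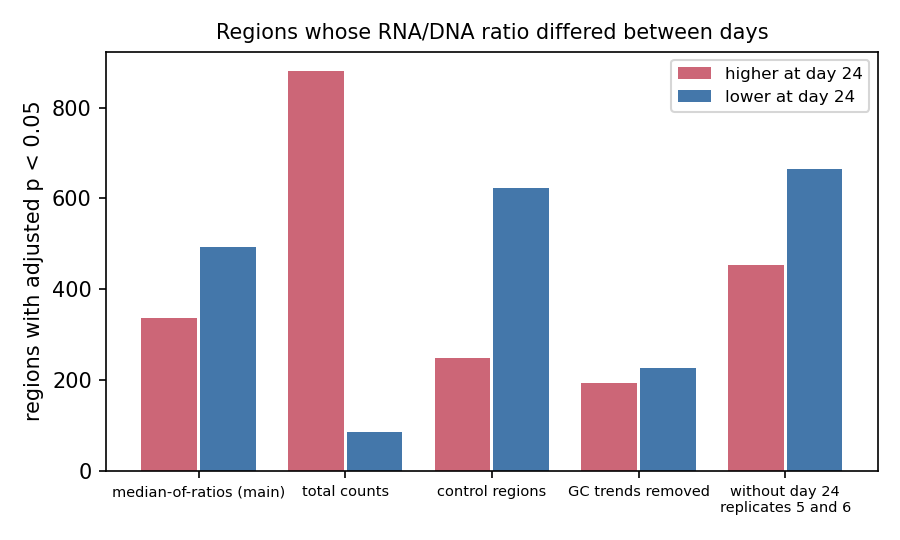
Number of regions with an adjusted p-value under 0.05 for the interaction (vertical axis) under 5 settings, split into higher (red) and lower (blue) at day 24. With total counts the bars are 880 and 85, against 337 and 493 with median-of-ratios.

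Of all 3213 regions, 320 (9.96%) had scores that did not overlap between days, 281 higher and 39 lower at day 24, where chance gives 0.216% for 6 against 6. With each replicate centred on its median score, 288 regions (8.96%) did not overlap, 83 higher and 205 lower, so the direction depended on the scaling. As scored, 201 of the 830 changed regions did not overlap, and the regions below were taken from these. The region that rose most lay at chromosome 14, positions 69310655 to 69311054, an intergenic candidate 47.9 kb from the start of ZFP36L1. Its interaction log2 change was 2.45 ± 0.33 (SE; DESeq2 adjusted p = 3.21e-10), its score was -2.92 ± 0.51 (SD, n = 6) at day 17 and -0.36 ± 0.71 at day 24, and its DNA counts at day 24 averaged 100.2. Intergenic candidates 60.3 kb from the start of OSTF1 (chromosome 9, positions 77763501 to 77763900) and 231.6 kb from the start of TUT7 (chromosome 9, positions 89200772 to 89201171) followed, with changes of 1.70 ± 0.31 and 1.54 ± 0.26. The regions that fell most were the PTPN1 region, with a change of -1.49 ± 0.42 (SE), the PHLDB2 and PLCXD2 region with -1.28 ± 0.26, and an intronic region annotated to EMILIN2 and LPIN2 (chromosome 18, positions 2894203 to 2894602) with -1.18 ± 0.18. Without day 24 replicates 5 and 6 the PTPN1 change was -0.84 and the PHLDB2 and PLCXD2 change was -0.85.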

Values the study reported

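The study reported that 17.1% of regions were removed for insufficient library coverage. It reported 1136 active cardiac enhancers at day 17 and 955 at day 24. It reported a Pearson correlation of activity between replicates and time points of 0.95 ± 0.03.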

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

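The tests of GC trends in the changes between days and of the trend against day 17 activity across all regions were chosen only after the result was seen.

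Between days, 830 regions changed their RNA/DNA ratio by an interaction test. Of 100 splits of the 12 RNA/DNA pairs into 6 and 6, 1 gave as many changed regions, which was the real one, and the highest of the others gave 421. Several technical explanations were weighed. The change correlated with the DNA change between days (rank correlation across regions -0.867) and with the RNA change (0.683), but both are parts of the ratio, so the signs are fixed by its construction. These values show only that the DNA change varied more across regions (SD 0.307 on the log2 scale) than the RNA change (0.192), and do not tell which libraries the changes come from. The change ran with GC content (rank correlation -0.505), and 419 regions changed once GC trends were removed, of which 300 were among the 830, so GC bias of amplification is a candidate explanation for part of the calls. It is not the whole of it, since 13.0% of tested regions still changed. A biological difference between the days stays open as untested, since the day was not separated from library preparation.

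RNA-derived molecules in day 24 DNA replicates 5 and 6 were tested as a further explanation. If they were the source, fewer changes would run against day 17 activity (lower in active, higher in inactive regions) once these replicates were left out, a choice made after their likeness to RNA was seen. The number did not drop by much, with 718 such regions without the replicates against 742 with them. That count alone cannot decide, since all calls rose from 830 to 1118 when the replicates were left out. Of the 830 regions, however, 700 also changed, in the same direction, without them. These replicates are thus not the whole source of the calls. The share of changes that ran against day 17 activity nevertheless fell from 89.4% of 830 to 64.2% of 1118, as changes that ran with activity rose from 88 to 400. With GC trends removed and these replicates kept, the share was 91.4% of 419 (383 regions). Removing GC trends was not combined with leaving out these replicates, so both explanations acting together were not tested. The trend over all regions was made a test of its own only after these results were seen. The rank correlation of the score change with day 17 activity, measured on separate day 17 replicates, was -0.786 from replicates 5 and 6 alone, -0.442 from all 6 and -0.092 from the other 4. As a hypothesis found and tested on the same data, the general trend against day 17 activity may come from these replicates, while many single changes remain open.

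The 6 named regions with a change between days were intergenic or intronic candidates. The changes near ZFP36L1 (2.45), OSTF1 (1.70) and TUT7 (1.54) were upward, and those at PTPN1 (-1.49), PHLDB2 and PLCXD2 (-1.28) and EMILIN2 and LPIN2 (-1.18) were downward. Each kept its direction and an adjusted p-value under 0.05 in edgeR, with total-count and control-region size factors, without the block, with GC trends removed and without day 24 replicates 5 and 6. With 20 FPM asked of every DNA library, the downward changes also kept their direction and an adjusted p-value under 0.05 in DESeq2. The regions with upward changes did not pass that filter, so it could not test them. Their lowest day 24 DNA counts were 33 (ZFP36L1), 45 (OSTF1) and 63 (TUT7). The PTPN1 change was -1.46 with GC trends removed and -0.84 without replicates 5 and 6. No biological explanation was tested for single regions.

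Day 17 replicate 3 stood apart from the other 5 in 3 related measures. Its DNA library correlated with the other DNA libraries at 0.9907, its activity scores with those of the other replicates at 0.9427, and the most abundant region took 8.65% of its DNA counts. Across 50 groups of values 3 had such an outlying value, where chance gives 2.5, but all 3 fell on this replicate. Chi-square per degree of freedom was 21.2 to 37.06 in the 5 pairs with its DNA library and 5.0 to 9.14 in the other 10 pairs. Its DNA library also had the lowest share of regions at 20 FPM, 83.8% against 86.2% to 87.7%. Its DNA library differed from the others, and no explanation was tested. Day 24 replicates 5 and 6 were not picked out by this comparison, because a pair of like values hides each other from it.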

How the results depend on the processing

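The fits with GC trends removed, without day 24 replicates 5 and 6, and with the every-library filter joined with no block, and the settings for shares of active regions, were chosen only after the results were seen. Size factors from total counts gave 708 active candidates and 153 active controls at day 17, and 148 active controls at day 24. These are lower by more than 1.5 times, and follow from where total counts place the zero of the ratio. The threshold at the 95th percentile of control scores gave 251 candidates and 37 controls at day 17 and 171 candidates and 36 controls at day 24. Its control counts follow from its construction. The share of regions passing the coverage filter was 82.9% at day 17 and 73.9% at day 24 with 20 FPM in every DNA library, and 94.6% and 93.0% with 10 FPM in any of them.

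The regions that changed between days numbered 419 with each library's GC trend removed together with the replicate block, against 830. Leaving out each replicate gave from 486 to 743 regions, with 486 without replicate 2 and 517 without replicate 5. Leaving out day 24 replicates 5 and 6 gave 1118. The cause was not tested, and the number of samples and the spread between them were not separated. The split into higher and lower was 337 and 493, but 880 and 85 with total-count size factors, and 248 and 622 with control-region size factors. Of the 965 regions changed with total counts 422 were among the 830.

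The fall of the candidate minus control difference from day 17 to day 24 kept its direction under every alternative run. It passed 0.05 in an exact permutation test with pseudocount 0.1 (-0.11, p = 0.0455), with 20 FPM in every DNA library (-0.10, p = 0.0433) and without replicate 1 (-0.13, p = 0.0317). The p-values ran from 0.0317 to 0.379 over all alternatives, and the values without each replicate from -0.13 to -0.077. The smallest falls were -0.0416 with the mean over regions (exact permutation p = 0.379) and -0.0655 without day 24 replicates 5 and 6 (p = 0.143). The cause was not tested. With the other pseudocounts, filters and the mean over regions, the difference at each day stayed above 0 in the exact permutation test (p = 0.03125), from 0.20 to 0.45 at day 17 and from 0.13 to 0.41 at day 24. With 5 replicates the sign-flip test cannot go below 0.0625, so leaving out a replicate was read by value only.

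Whether the replicate numbers pair DNA and RNA was checked by the correlation of their deviations from the group means. It exceeded 0.1 in 2 of 6 pairs at day 17 (from -0.253 to 0.212) and in 1 of 6 at day 24 (from 0.009 to 0.211), so the samples share only a number by this check. With no replicate block 1190 candidates and 277 controls were active at day 17, 1028 and 249 at day 24, and 895 regions changed between days. The every-library filter with no block, noticed among 18 combinations, gave 1136 active candidates at day 17 and 922 at day 24.

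The share of active candidates exceeded that of controls at both days under the settings run, by 4.47 to 9.86 percentage points at day 17 (Fisher's exact test, highest p = 0.00221) and 1.59 to 6.96 at day 24. The lowest at day 24 came from the 95th percentile threshold and did not pass 0.05 (exact p = 0.138), while the other 14 settings did. None of these settings matched candidates and controls on GC content. That matching lowered the day 24 difference of median scores to 0.028, so GC content remains untested for the shares. The day 24 difference of noncoding and exonic controls was 20.5 percentage points. It no longer passed 0.05 with no replicate block (14.4), with 20 FPM in every DNA library (15.5) or with both (14.1). Nor did it pass without replicate 5 (13.02) or without day 24 replicates 5 and 6 (13.15). With the 95th percentile threshold 36 of 661 noncoding and 0 of 41 exonic controls were active (5.45), which did not pass either. Since 0 is the lowest count possible, that threshold could not pass in this direction and does not bear on the difference. The difference ran from 13.0 to 21.6 without each replicate, and over all settings its Fisher's exact p ran from 0.0032 to 0.26. The every-library filter left 30 exonic controls, and other causes were not tested.

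The active counts in edgeR, with control-region size factors, without a filter, with the every-library filter and without each replicate were within 1.5 times of those reported. Replicate correlations moved by less than 1 SD under the alternatives run. Day 17 scores of the lowest controls, whose RNA counts were few, were -6.22 and -6.602 with a pseudocount of 0.1 and -4.25 and -3.52 with 10. Of the highest candidates at day 24, 3 had DNA levels under 20 FPM in replicates 1 to 4, so they passed the filter only through replicate 5 or 6. Those are the DNA libraries that resembled RNA, so RNA-derived molecules may have raised these levels, which was not tested. FPM is scaled to the library total, and whether low depth also played a part was not tested.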

Other observations

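The tests on depth and mislabelling, total-count scaling, the most abundant region, GC matching, the strand of the poly(A) signal and the larger direction of splits were chosen only after the result was seen.

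Day 24 DNA replicates 5 and 6 resembled RNA libraries. If a share of RNA-derived molecules were mixed into them, regions rich in RNA (RNA/DNA ratio above 2) and regions poor in RNA (below 0.5) would give the same share, with the most abundant region left out. Rich regions gave 52.6% and 53.0% for the libraries and poor regions 49.4% and 55.0%, a mean difference of 0.6 percentage points. The same estimate for each of the other 4 libraries, against the remaining ones, lay between -4.78% and 6.08%. A candidate explanation is therefore that about as many molecules of RNA as of DNA origin were sequenced in these libraries. Low depth is argued against, since the smaller held 8.44 M counts (M, 1000000), more than any other day 24 DNA library. Whole RNA libraries under a DNA label are argued against, since their r with RNA of 0.914 lay below the lowest mean r among RNA libraries of 0.971. GC bias is argued against, since r was at least 0.92 after GC trends were removed. How RNA-derived molecules could have entered, and whether handling differed, was not tested. Without these replicates 1015 candidates and 234 controls were active at day 24, and the candidate minus control difference was 0.22.

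Negative controls were active at rates near those of candidates. Of the controls active at day 17, 78.5% were active at day 24, against 4.10% of the others, so noise between replicates is not a likely source. Low coverage is not a likely source either, since 45.4% of controls in the upper part of DNA coverage were active at day 17, against 30.7% in the lower part (Fisher's exact test, p = 4.81e-05). At day 24 these were 35.0% and 32.8% (Fisher's exact test, p = 0.577). With total-count scaling 21.2% were active at day 17, so scaling to the middle of the library may account for part of the calls, but 153 controls were active with that scaling too. The study chose the noncoding controls from chromatin open in the stem cells, so they were not selected as inert sequence. Activity of these regions in iPSC-CMs stays open and was not tested.

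Other splits of the 12 libraries bear on these counts. For candidates, 1 of 100 splits, the real one, gave as many regions at day 17 and at day 24. For controls, 6 of 100 splits gave as many at each day, when each split was counted in its larger direction, as set beforehand. By that measure a count of 275 or 238 active controls is not rare among splits. The 5 others at each day differ from the real split by exchanging a single DNA and RNA library. The measure sets the larger direction of other splits against the active direction of the real one, which was the smaller, with 372 controls lower in RNA at day 17 and 304 at day 24. A like-for-like comparison, chosen after that result was seen, found 1 of 100 splits as large at each day.

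Total-count scaling lowered the median log2 ratio to -0.74 at day 17. The most abundant region is not the main source, since leaving it out of the totals gave -0.62.

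Candidates had a mean GC content of 46.5%, against 50.6% in noncoding and 61.2% in exonic controls. With GC matching the candidate minus control difference was 0.21 at day 17, in 6 of 6 replicates, which GC content does not explain. At day 24 it was 0.028, in 3 of 6 replicates, so GC content may account for the day 24 difference. Without replicates 5 and 6 the matched day 24 value was 0.0048, in 2 of 4 replicates, so the mixing described above is not what lowered it.

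Candidates with the poly(A) signal AATAAA on the forward genomic strand only scored lower than those with it on the reverse strand only. The difference of medians over regions was -0.17 at day 17 and -0.23 at day 24. Taken in each replicate, the difference averaged -0.11 ± 0.04 (SD, n = 6) at day 17 and -0.23 ± 0.09 at day 24. It was below 0 in 6 of 6 replicates at each day. Over regions the permutation p was 0.207 and 0.0128. Candidates with neither had medians of -0.63 at day 17 and -0.36 at day 24, against -0.89 and -0.44 for forward only and -0.72 and -0.21 for reverse only. Most of the day 24 difference was thus a higher reverse-only group. Premature polyadenylation of the reporter transcript could lower the forward-only group, but the day 17 interval (-0.36 to 0.09, bootstrap) does not settle it. Controls gave 0.0008 at day 17 and -0.10 at day 24 over regions (permutation p = 0.999 and 0.67). By replicate, controls averaged -0.08 ± 0.14 (SD, n = 6) at day 17, below 0 in 5 of 6. At day 24 they averaged -0.04 ± 0.09, below 0 in 4 of 6. The insert orientation was taken to be the genomic one. GC content differed by 0.414 percentage points (permutation p = 0.219), no more than chance gives.

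Consensus sites of 6 factors were compared between active and inactive candidates matched on GC content, in 12 comparisons over both days. No site differed at an adjusted p-value under 0.05, and the lowest unadjusted permutation p was 0.0183 (MEF2 at day 24, 2.54 percentage points, adjusted 0.219). At day 17 the differences in percentage points were 0.55 for MEF2, -1.82 for GATA, 3.28 for TEAD, -0.04 for CArG (SRF), -1.17 for AP-1 and 0.07 for SMAD. GATA and AP-1 sites were less frequent in active candidates at both days, and TEAD sites more frequent (unadjusted permutation p = 0.0559 at day 17 and 0.747 at day 24), but none of these passed the adjustment. Some sites were rare: at day 17, 18 of 2617 candidates held a SMAD site, 64 a CArG site and 144 a MEF2 site. For these only large differences could be seen. The study reported enrichment of MEF2 and SMAD2 motifs in active over inactive regions. It used other motif models and took regions active at either day, so the consensus sites here do not speak against that result. These comparisons leave all 6 sites open.

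The coverage filter removed 10.9% of regions at day 17 here. That is lower than the value quoted from the study above. At day 24 it removed 13.4%. With 20 FPM asked of every DNA library 17.1% were removed at day 17 and 26.1% at day 24.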
